A study of Mus musculus with 6 samples. Its data were reported in "NFATc1 induction by an intronic enhancer restricts NKT γδ cell formation" (2023).

How the data were processed

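DN thymocytes had been enriched by magnetic depletion of CD4- and CD8-positive cells, and poly(A) libraries were made from total RNA, per the labels. The methods of the study name adapter trimming with cutadapt, alignment with STAR to GRCm38, featureCounts and DESeq2. The deposited counts come in a layout that featureCounts does not write, and the program that made them is not given in the sources used here. The deposited tables give, for each gene, whole-number counts of unique and total gene, exon and intron reads. RPKM and TPM columns were not used here.

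Counts of unique gene reads were analysed, a column chosen before any model was fitted because gene reads include TCR segments, of which 216 of 224 have no annotated exon length and hence no exon reads. Total gene reads, unique exon reads and total exon reads were then fitted as well, so 4 count columns were tried in all, and edgeR, DESeq2 and limma-voom were all run. In this look the unique column was seen to drop most reads of genes that overlap others: *Rag1* had 29 to 123 unique but 6969 to 18305 total reads. Total gene reads were then considered in its place, but the first choice was kept, since that preference arose only after fits of both columns had been seen. The other columns are given as alternatives chosen after seeing the data. Genes that overlap another gene or have a near-identical copy are uncertain in these counts, and the use of strand is not stated.

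The libraries held 14308406, 15393763 and 13767665 unique gene reads in BirA and 11845952, 12807037 and 14013497 in Nc1Bio. These were 64.1% to 76.0% of the total gene reads. All pairs of libraries differed by far more than sampling noise (chi-square per degree of freedom of 26.6 or more), so none was treated as a duplicate. Counts are reads, not molecules.

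Genes passing filterByExpr (12224 of 41457) were normalised by TMM and tested in edgeR 4.0.16 by the quasi-likelihood test without robust estimation, in its default legacy mode, in R 4.3.3. Genotype was the single term of the model. p-values were adjusted by Benjamini-Hochberg, with calls at 0.05. The SE of a log2 fold change is its size divided by the square root of F. CPM use TMM-scaled library sizes. For this comparison, the steps were tested on simulated data with 200 changed genes, with 11927 genes tested by edgeR: edgeR recovered 39% of the 2-fold and 76% of the 4-fold changes with 6 false calls, and DESeq2, on 12224 genes, 59% and 83% with 36 false calls. A simulated list of 20 changed genes was called by camera, as was 1 of 100 random lists at an unadjusted p under 0.05. This is no error rate for the lists below, whose genes can move together. The correlation estimated between their genes ran from -0.038 for pro-apoptotic to 0.99 for sex-linked genes.

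The 30 gene lists were fixed before the data were examined, as were the tests and the rule for named genes. They were tested with camera at a preset inter-gene correlation of 0.01, and with an estimated correlation and fry beside it, adjusted over the 30 lists. Camera compares a list with the other genes, while fry tests whether the genes of a list move on balance in one direction and compares them with no other gene. The named genes are *Nfatc1*, the 10 passing genes of lowest adjusted p in each direction whose groups do not overlap (predicted gene models left out), the 3 passing genes of largest change in each direction with a mean of at least 1 CPM, the 5 of lowest p where fewer than 5 passed, the genes the study names in γδ thymocytes, up to 4 members of each list by p, and every tested gene within 500 kb of *Nfatc1*. Not every gene this rule gives is reported here. Summed TCR reads were tested as an extra feature of the edgeR model, and the ratio of γδ to αβ reads by a two-sided exact permutation test.

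Alternatives fixed before the data were examined were RLE scaling, no low-count filter, a filter of 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom (limma 3.58.1), the study's threshold (adjusted p under 0.01 and an absolute log2 fold change over 0.5), the replicate number as a block, leaving out each library, protein-coding genes with TCR segments, and constant regions in the ratio. Chosen after seeing the data were the other count columns, DESeq2 on total gene reads and without each library, the non-legacy edgeR mode, haemoglobin genes left out, and BirA replicate 1 and Nc1Bio replicate 3 left out together. Coordinates are those of the deposited tables (GRCm38, per the submitters' processing notes).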

Results

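Messenger RNA was sequenced from CD4 and CD8 double-negative (DN) thymocytes, the T cell precursors that carry neither co-receptor, of 2 groups of mice with 3 libraries each. BirA mice expressed the biotin ligase BirA alone and served as controls. Nc1Bio mice carried in addition a bacterial artificial chromosome (BAC) with a tagged copy of *Nfatc1*, which encodes the transcription factor NFATc1. The libraries held between 11845952 and 15393763 reads assigned uniquely to a gene, and 12224 of the 41457 genes had enough reads to be tested. The labels do not say whether the libraries came from separate animals, so the p-values measure the spread between these libraries.

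The first question was whether *Nfatc1* transcripts were higher with the extra gene copy. Reads of the BAC copy and of the mouse's own gene were not counted apart, so a rise cannot be assigned to either. *Nfatc1* (ENSMUSG00000033016, chromosome 18, 80606205 to 80713071, GRCm38) reached 573 ± 23.2 CPM in Nc1Bio (SD, n = 3) against 126 ± 27.9 CPM in BirA (SD, n = 3), a 4.56-fold rise. Its log2 fold change was 2.19 (SE 0.16), with an adjusted p of 0.0141 in the edgeR quasi-likelihood test. The transcript was higher in all 3 Nc1Bio libraries than in any BirA library. The call ended, at an almost equal fold, when BirA replicate 2 (adjusted p = 0.141) or Nc1Bio replicate 1 (0.0689), 2 (0.101) or 3 (0.0618) was left out. Over all 18 alternatives its adjusted p ranged from 6.77e-45 to 0.141.

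How far the BAC reaches beyond *Nfatc1* is not given in the sources used here, so the neighbours of the gene were examined. None of the 8 tested genes within 500 kb passed the edgeR test, and 0 had an unadjusted p under 0.05. DESeq2 and limma-voom also called 0 of them. Their log2 fold changes lay between -0.30 for *Pqlc1* and 0.11 for *Pard6g*, with a median of 0.011. With 1 library left out, *Pqlc1* ranged from -0.60 without Nc1Bio replicate 2 to -0.067 without Nc1Bio replicate 1, and *Adnp2* from -0.12 to -0.0060. *Atp9b*, the nearest gene on one side, had a log2 fold change of 0.10 (SE 0.10), and *Ctdp1* on the other side -0.0073 (SE 0.19). The values of *Adnp2*, *Rbfa*, *Txnl4a* and *Gm16286* were -0.060, 0.030, -0.041 and 0.095, and those of *Pard6g*, *Rbfa*, *Txnl4a*, *Gm16286* and *Ctdp1* changed sign when some single library was left out. *Gm16286* overlaps *Txnl4a*, so these reads are uncertain.

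**Figure D1:**
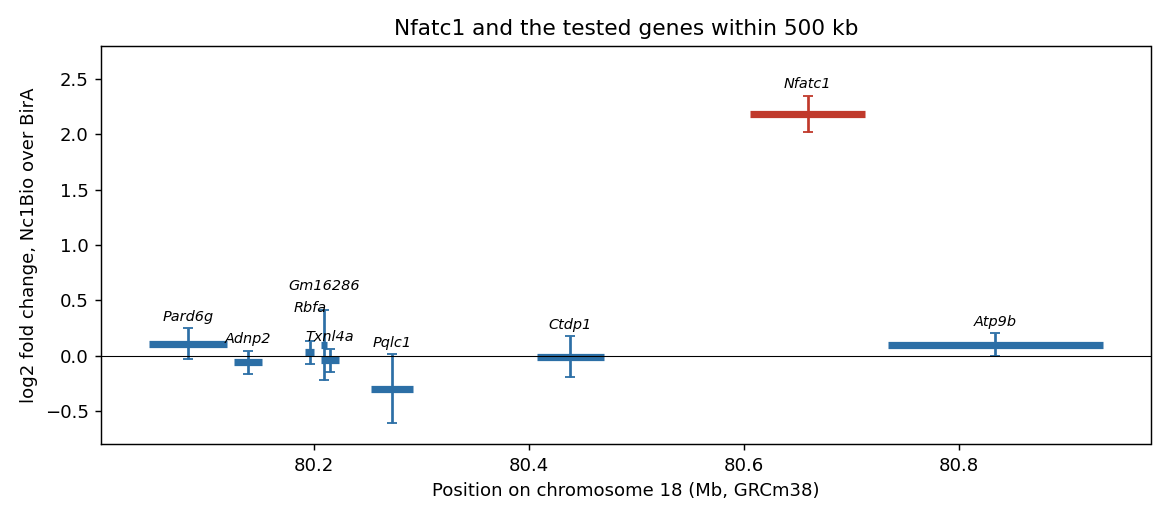
Log2 fold change of Nc1Bio over BirA (vertical axis) against position on chromosome 18 in Mb (horizontal axis, GRCm38) for *Nfatc1* (red) and the 8 tested genes within 500 kb (blue). Horizontal bars span each gene and vertical bars are ± 1 SE. *Nfatc1* lies at 2.19 and its neighbours between -0.30 and 0.11.

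Across all genes, *Nfatc1* was the 1 gene called higher and 0 genes were called lower by edgeR. At an unadjusted p under 0.05, 527 genes were higher and 936 lower, where chance gives 611 in all. DESeq2, the tool the study used, called 42 genes higher and 284 lower, while limma-voom called 1 and 0. The DESeq2 counts moved with single libraries: without BirA replicate 1 and 2 it called 160 and 161 genes lower, without BirA replicate 3 176 higher and 488 lower, without Nc1Bio replicate 1 24 higher, and without Nc1Bio replicate 2 22 higher and 125 lower. At the study's stated threshold DESeq2 called 16 genes higher and 167 lower. All 313 DESeq2 calls that edgeR also tested had an unadjusted edgeR p under 0.05 and the same direction. This is no independent evidence for the calls, since DESeq2 and edgeR were fitted to the same counts. Their log2 fold changes were almost equal, such as -3.070 and -3.067 for *Icos* and 0.482 in each for *Ada*. Without a filter on low counts edgeR called 11 genes higher and 145 lower. The 3 libraries of each group did not overlap for 18.4% of the tested genes, where chance gives 10%.

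The genes closest to the threshold after *Nfatc1* did not pass it in edgeR. Among the lower ones, *Icos*, a co-stimulatory receptor of activated T cells, had 4.52 ± 1.04 CPM in Nc1Bio and 37.9 ± 16.4 CPM in BirA (SD, n = 3 each; log2 fold change -3.07, edgeR adjusted p = 0.0723). The chemokine receptor gene *Cx3cr1* (log2 fold change -2.13), *Mturn* (-1.92) and the amino acid transporter gene *Slc43a2* (-0.98) had the same edgeR adjusted p. *Cd6*, a surface receptor that tunes T cell receptor (TCR) signals, had a log2 fold change of -1.11 (edgeR adjusted p = 0.0831). Among the higher ones, the receptor gene *Slamf6* had a log2 fold change of 0.79 (edgeR adjusted p = 0.106). *Myc*, which drives growth, had 0.59, the DNA glycosylase gene *Neil3* 0.93 and the adenosine deaminase gene *Ada* 0.48 (edgeR adjusted p = 0.109 each). *Nsmaf* had 0.76 (edgeR adjusted p = 0.127). DESeq2 called all 10 of these genes, with adjusted p from 1.78e-18 for *Icos* to 0.0161 for *Ada*, and edgeR without a low-count filter called 9, all but *Ada*. *Icos* also passed in edgeR without BirA replicate 3 (adjusted p = 0.0480). Over 18 alternatives the adjusted p lay between 1.78e-18 and 0.311 for *Icos* and between 0.0161 and 0.424 for *Ada*. Of the genes given with values below, DESeq2 called *Tcrg-V1*, *Trac*, *Blk*, *Maf*, *5830411N06Rik*, *Egr3*, *Cd5*, *Nr4a1*, *Gimap4*, *Ccr7*, *Ms4a4b*, *Rora*, *Zbtb16*, *Bmf*, *Mcl1*, *Ppp3ca*, *Csf2rb*, *Hhex*, *Ms4a1*, *Gzma*, *Gzmb* and *Ciita* lower and *Notch3*, *Ptcra*, *Cdc20* and *Uhrf1* higher. Without a low-count filter edgeR did not call *Egr3*, *Zbtb16*, *Bmf*, *Mcl1*, *Hhex*, *Ms4a1* or the 4 higher ones, but called the others and *Etv5* and *Il2rb*.

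**Figure D2:**
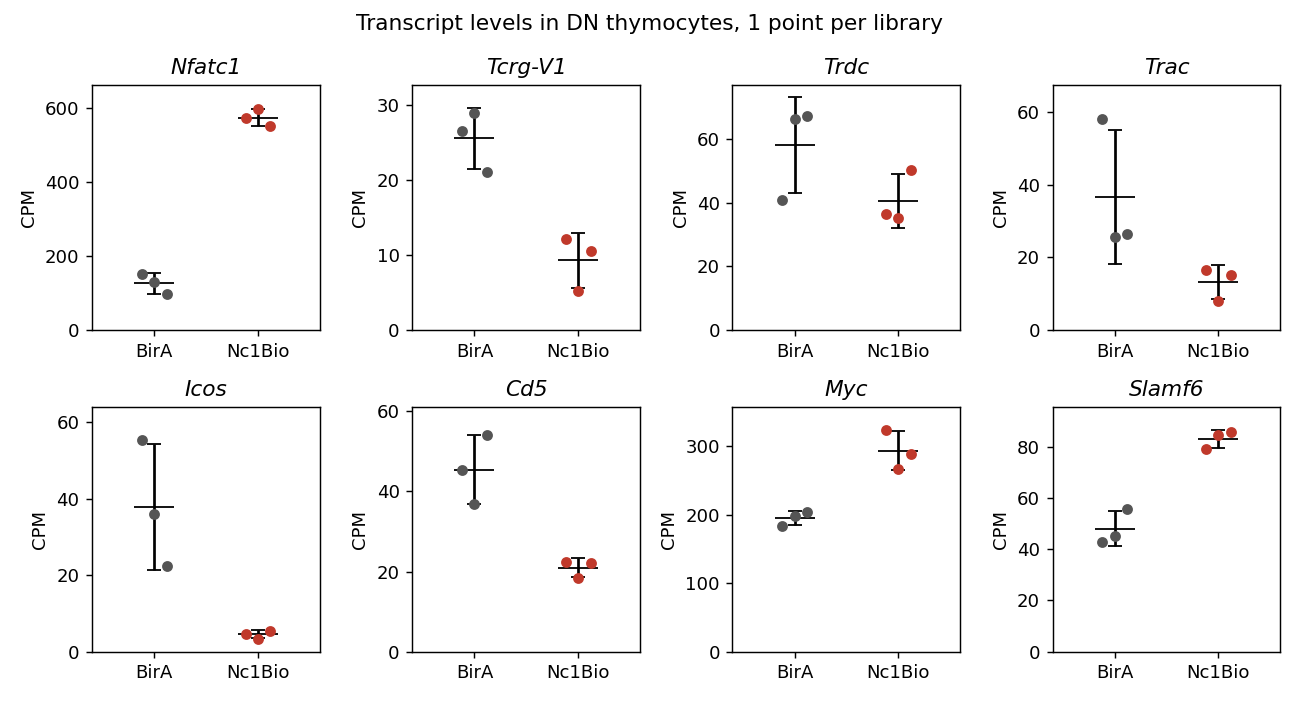
CPM (vertical axes, from 0) of 8 genes in the BirA (grey) and Nc1Bio (red) libraries. Each point is a library, the horizontal line the mean and the bars ± 1 SD of 3 libraries. *Nfatc1* lies between 551 and 597 CPM in Nc1Bio and between 96.8 and 152 CPM in BirA.

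The study looked at transcripts of the γδ and αβ TCR loci in these samples. Of the 15 tested segments of the γ and δ loci 14 were lower in Nc1Bio, with a median log2 fold change of -0.52. None passed over all genes in edgeR (4 lower and 0 higher at an unadjusted p under 0.05, and 1 lower by DESeq2), and 1, *Tcrg-V1*, passed when adjusted over the list alone (adjusted p = 0.0247). *Tcrg-V1* (chromosome 13, 19339989 to 19340454) had 9.27 ± 3.66 CPM in Nc1Bio and 25.5 ± 4.05 CPM in BirA (SD, n = 3 each; log2 fold change -1.46, SE 0.31, edgeR adjusted p = 0.171 over all genes). *Trdv5* (log2 fold change -0.81), *Tcrg-C4* (-0.82) and the δ constant region *Trdc* (-0.52) did not pass, and *Tcrg-C4* was at -0.49 without Nc1Bio replicate 2. As a set the segments fell relative to other genes in camera (adjusted p = 0.000238), a call lost with an estimated correlation (adjusted p = 0.302). The study drew on these segments and samples, so the count is not independent evidence of their direction. The summed reads of the γ and δ segments came to 1597 ± 226 CPM in Nc1Bio and 1846 ± 166 CPM in BirA (SD, n = 3 each), and this difference did not pass (log2 fold change -0.21, SE 0.13, edgeR p = 0.143, two-sided exact permutation p = 0.2). The sum's log2 fold change was -0.095 without Nc1Bio replicate 2 and -0.13 without BirA replicate 3. A further 10 of the 25 listed segments had no read in any library, and all 10 lie within another annotated gene, so their level is not known from these counts.

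Segments of the α and β loci were the counterpart. Of 39 tested, 29 were lower, with a median log2 fold change of -0.18, and none passed in edgeR over all genes or when adjusted over the list alone (1 lower and 0 higher at an unadjusted p under 0.05, and 1 lower by DESeq2). The α constant region *Trac* had a log2 fold change of -1.48 (SE 0.39, edgeR adjusted p = 0.261), close to that of *Tcrg-V1*, and *Trbv29* had -0.48. *Trac* was at -0.98 without BirA replicate 1, and *Trbv29* at -0.20 without BirA replicate 3 and -0.74 without Nc1Bio replicate 3. The set fell in camera (adjusted p = 0.0400), which was lost with an estimated correlation (adjusted p = 0.378), without BirA replicate 3 (median -0.10, adjusted p = 0.419) and without Nc1Bio replicate 2 (median -0.11, adjusted p = 0.217). Without Nc1Bio replicate 3 the median was -0.29, with no low-count filter -0.66, with DESeq2 -0.71 and on total gene reads -0.31. Summed αβ reads were 1106 ± 83.1 CPM in Nc1Bio and 1242 ± 134 CPM in BirA (SD, n = 3 each; log2 fold change -0.17, edgeR p = 0.169, two-sided exact permutation p = 0.3), with -0.072 without BirA replicate 3 and -0.11 without Nc1Bio replicate 2. The log2 ratio of γδ to αβ reads was 0.52 ± 0.11 in Nc1Bio and 0.57 ± 0.043 in BirA (SD, n = 3 each), a difference of -0.051 (two-sided exact permutation test, p = 0.7, where the smallest possible p is 0.1). The difference was 0.011 without Nc1Bio replicate 2, -0.027 without BirA replicate 1 and -0.091 without Nc1Bio replicate 1. Constant regions held most of both sums, with 1483 of 1846 CPM of γδ and 876 of 1242 CPM of αβ reads in BirA. *Tcrg-C1*, *Tcrg-C2* and *Tcrg-C3* hardly moved (log2 fold changes of -0.040, -0.027 and -0.091), unlike *Tcrg-C4*. The ratio therefore mostly weighed constant regions and was no test of single V or J segments. The 5 tested V segments shared by the α and δ loci were all lower (median log2 fold change -1.17, 4 passing when adjusted over the list alone, camera adjusted p = 0.000178). With an estimated correlation their adjusted p was 0.149. These shared segments were in neither the γδ nor the αβ list, sum or ratio. Their reads were few, such as 0 to 25 per library for *Trav15d-1-dv6d-1* and 22 to 127 for *Trav15-2-dv6-2*.

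Genes that mark developing γδ thymocytes, other than the TCR itself, fell as a group. Of 22 tested, 21 were lower in Nc1Bio, with a median log2 fold change of -1.37, and 12 passed when adjusted over the list alone. None passed over all genes in edgeR, where 12 were lower at an unadjusted p under 0.05 and DESeq2 called 8 lower. This was the 1 list of 30 that camera called with both the preset (adjusted p = 5.62e-16) and an estimated correlation (adjusted p = 0.0335). Without BirA replicate 1 the median was -0.85. The kinase gene *Blk* had 49.4 ± 11.0 CPM in Nc1Bio and 113.6 ± 19.3 CPM in BirA (SD, n = 3 each; log2 fold change -1.20), and the transcription factor gene *Maf* had 23.4 ± 12.7 against 93.1 ± 18.6 CPM (-1.99). *5830411N06Rik* (log2 fold change -2.27) and *Egr3* (-2.39), an early response transcription factor gene, were also among the members of lowest p. The list shares *Egr3* and *Id3* with the TCR-signal genes below, and *Gzma* among others with the NK and innate lymphoid markers. *Blk* is also a B cell gene, and B cell markers were lower for all 15 genes (median log2 fold change -1.73, 13 passing when adjusted over the list alone). Without BirA replicate 1 the B cell median was -0.98.

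Genes induced by TCR signals fell in camera (22 of 24 lower, median log2 fold change -0.91, adjusted p = 4.74e-15), with 13 lower and 1 higher when adjusted over the list alone. With an estimated correlation the adjusted p was 0.142. *Cd5*, whose level follows TCR signal strength, had 21.0 ± 2.29 CPM in Nc1Bio and 45.4 ± 8.62 CPM in BirA (SD, n = 3 each; log2 fold change -1.11, edgeR adjusted p = 0.106). *Nr4a1*, an immediate target of TCR signals, had a log2 fold change of -1.43, and *Myc* (0.59) was the member passing in the higher direction over the list alone. Genes of mature single-positive thymocytes fell likewise (18 of 19 lower, median -0.55, 6 passing when adjusted over the list alone, camera adjusted p = 2.05e-09, adjusted p = 0.186 with an estimated correlation). Among them were *Gimap4* (log2 fold change -1.84), the homing receptor gene *Ccr7* (-1.22) and *Ms4a4b* (-1.10).

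NKT-type genes, which mark innate-like T cells, fell in camera (18 of 22 lower, median log2 fold change -1.58, 3 lower and 1 higher when adjusted over the list alone, adjusted p = 2.17e-07). Their adjusted p was 0.186 with an estimated correlation, and the median was -0.78 without BirA replicate 1. *Rora* had a log2 fold change of -1.97 and *Zbtb16*, which encodes the NKT cell regulator PLZF, -1.86, while *Slamf6* had 0.79. *Il2rb* (-2.79) varied widely between the BirA libraries, with 127 ± 118 CPM (SD, n = 3). Without BirA replicate 1, *Il2rb* was at -1.69, *Zbtb16* at -1.15, *Bmf* at -0.47 and *Bcl2a1b* at -0.64. Of the 15 tested genes that the study names in γδ thymocytes lacking NFATc1, 12 were lower (median -0.76, 4 passing when adjusted over the list alone, camera adjusted p = 1.51e-06, adjusted p = 0.179 with an estimated correlation). These were picked by the study in other samples. Without Nc1Bio replicate 2 their median was -0.50. *Etv5* had a log2 fold change of -1.37, *Bmf*, a pro-apoptotic gene, -0.87, *Nfatc2* -0.76, *Bcl2* -0.61, *Zbtb7b* -1.05 and *Il4* -0.60. *Bcl2a1a* (-0.78) and *Bcl2a1b* (-1.30) are near-identical copies whose reads may be split, and *Cd4* had -0.45. *Nfatc3* (0.023), *Bcl2l1* (0.022) and *Cd24a* (-0.0076) differed by less than their standard errors, and these and *Cd4* changed sign when some single library was left out. Leaving out 1 library gave -1.09 to -0.25 for *Il4*, -1.39 to -0.43 for *Bcl2a1a* and, without Nc1Bio replicate 3, -1.62 for *Zbtb7b*.

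Anti-apoptotic genes fell in camera (8 of 10 lower, median log2 fold change -0.52, 3 passing when adjusted over the list alone, adjusted p = 0.00162, adjusted p = 0.179 with an estimated correlation), with *Mcl1* at -0.50 and *Cflar* at -0.53. The study's genes supply 5 members of the anti-apoptotic list. Pro-apoptotic genes did not pass (13 of 19 lower, median -0.15, camera adjusted p = 0.0549), but did with DESeq2 (adjusted p = 0.00681), with no low-count filter (0.0348) and without BirA replicate 3 (median -0.29, 0.0208). The pro-apoptotic median was -0.066 without BirA replicate 1 (adjusted p = 0.119), -0.089 without Nc1Bio replicate 2 (0.0830), -0.096 in limma-voom (0.126), -0.10 with the replicate block (0.0590), and -0.059 on total gene (0.109) and -0.064 on total exon reads (0.111). The calcineurin-NFAT pathway list had 22 tested genes, and *Nfatc1* itself was not among them. These genes fell (16 of 22 lower, median -0.084, 3 passing when adjusted over the list alone, camera adjusted p = 0.0212, adjusted p = 0.186 with an estimated correlation), with the calcineurin subunit gene *Ppp3ca* at -0.70. That call ended without BirA replicate 1 (adjusted p = 0.0565) or Nc1Bio replicate 3 (0.0558), and the median was -0.18 without BirA replicate 2 and -0.14 without Nc1Bio replicate 2. The earliest progenitor genes fell (16 of 18 lower, median -0.64, camera adjusted p = 0.000572, adjusted p = 0.266 with an estimated correlation), among them *Csf2rb* at -1.31 and *Hhex* at -1.48, and the median was -1.03 without BirA replicate 3. Genes of double-positive thymocytes fell too (13 of 20 lower, median -0.15, camera adjusted p = 0.0195, adjusted p = 0.186 with an estimated correlation). This call ended without BirA replicate 2 (median -0.086, adjusted p = 0.0767) or Nc1Bio replicate 2 (median -0.075, adjusted p = 0.0897), in limma-voom (0.0637) and on total exon reads (0.0650), and the median was -0.23 without BirA replicate 3, -0.25 without Nc1Bio replicate 3 and -0.089 on unique exon reads.

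Lists of DN3 cells, the stage of β-selection, of dividing cells and of cholesterol synthesis rose in camera, and the sex-linked list is given below. Of 18 DN3 genes 14 were higher (median log2 fold change 0.25, adjusted p = 0.00194, adjusted p = 0.189 with an estimated correlation), and the median was 0.15 without Nc1Bio replicate 2. The Notch receptor gene *Notch3* had 159.9 ± 28.9 CPM in Nc1Bio and 113.9 ± 4.75 CPM in BirA (SD, n = 3 each; log2 fold change 0.49), and the DNA polymerase gene *Dntt* had 0.33. *Ptcra*, the pre-TCR α chain gene, had 1.20, or 0.79 without Nc1Bio replicate 2, but it lies within another gene and most of its reads are not counted as unique. All 24 G2/M genes (median 0.24, adjusted p = 3.35e-08, adjusted p = 0.204 with an estimated correlation) and all 23 S-phase genes (median 0.25, adjusted p = 3.35e-08, adjusted p = 0.302 with an estimated correlation) were higher. *Cdc20* (0.42), *Ube2c* (0.35), *Uhrf1* (0.41) and *Mcm5* (0.33) were examples. Without BirA replicate 1 the medians were 0.14 for G2/M and 0.15 for S-phase genes. Cholesterol synthesis genes rose (19 of 20 higher, median 0.18, adjusted p = 0.000572, adjusted p = 0.266 with an estimated correlation), with *Nsdhl* at 0.63 and *Idi1* at 0.37. None of the members of these lists passed in edgeR over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 4 DN3, 6 G2/M, 7 S-phase and 4 cholesterol genes were higher and 0 lower, and DESeq2 called 2, 1, 1 and 0 of them higher.

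Markers of other cell types also differed between the groups. The CD4 and CD8 depletion does not remove B cells, and their markers fell in camera (adjusted p = 2.09e-15, adjusted p = 0.179 with an estimated correlation), with *Ms4a1* at a log2 fold change of -1.78. NK and innate lymphoid markers were lower for all 11 genes (median -0.94, camera adjusted p = 1.49e-07, adjusted p = 0.179 with an estimated correlation), such as the granzyme genes *Gzma* (-0.72) and *Gzmb* (-2.98). Their median was -2.87 without Nc1Bio replicate 1 and -1.51 in limma-voom. Dendritic cell markers fell (8 of 10 lower, median -1.16, camera adjusted p = 0.00089, adjusted p = 0.378 with an estimated correlation), with *Ciita* at -3.12 and *Cd74* at -1.99, or -0.78 without BirA replicate 1. Dendritic and B cell scores were both highest in BirA replicate 1 (6.12 and 5.18) and lowest in Nc1Bio replicate 2 (3.35 and 1.94). Whether the dendritic fall is separate from that of B cell markers was not tested. Macrophage (median -0.93, camera adjusted p = 0.029, 0.503 as adjusted p with an estimated correlation) and stromal markers (median -0.89, camera adjusted p = 0.0295, 0.289 as adjusted p with an estimated correlation) fell as well. Without BirA replicate 1 the dendritic (median -0.38, adjusted p = 0.104), macrophage (-0.24, 0.772) and stromal calls (0.19, 0.567) ended, and without Nc1Bio replicate 2 the dendritic (-0.66, 0.0723) and stromal calls (-0.83, 0.104). The stromal median was -1.57 without Nc1Bio replicate 3 and -0.51 in limma-voom. The macrophage call also ended in limma-voom (0.0762), and the stromal call there (0.0696), with no low-count filter (0.0573), with the replicate block (0.0569) and on total gene (0.0525) and exon reads (0.0650). Erythroid (camera adjusted p = 0.229), thymic epithelium (0.251) and granulocyte markers (0.190) did not pass. Single libraries decided this: erythroid markers passed upward without BirA replicate 1 (median 0.98, adjusted p = 0.0137) or Nc1Bio replicate 2 (0.98, 3.58e-05), and epithelium markers likewise without BirA replicate 1 (0.72, 0.00902). Granulocyte markers passed upward without BirA replicate 2 (2.52, 2.78e-10) or Nc1Bio replicate 1 (0.38, 0.000171) and with the replicate block (0.45, 0.00339). They passed downward without BirA replicate 1 and Nc1Bio replicate 3 together (-1.59, 0.0230). For granulocyte markers the median (-0.16) and the direction of the test, which was upward, differed in sign. Haemoglobin took between 1.79% and 8.90% of the reads of a library.

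**Figure D3:**
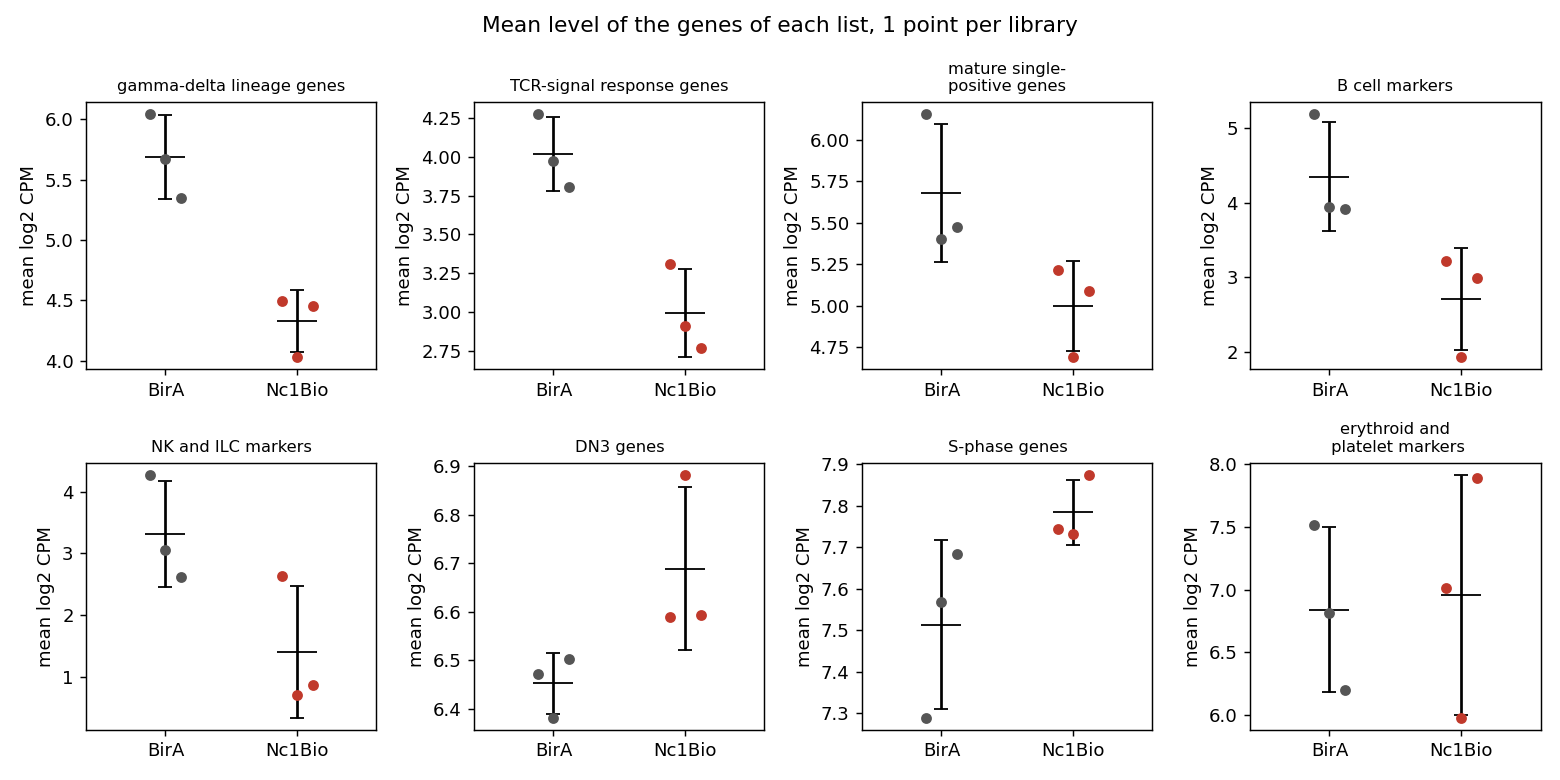
Mean log2 CPM of the tested genes of 8 lists (vertical axes, which do not start at 0) in the BirA (grey) and Nc1Bio (red) libraries. Each point is a library, the horizontal line the mean and the bars ± 1 SD of 3 libraries. The γδ lineage score is 4.33 ± 0.26 in Nc1Bio and 5.69 ± 0.35 in BirA.

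Sex-linked genes separated 1 library, although the methods of the study state that all mice were matched for sex and age. BirA replicate 3 had 0 reads of *Ddx3y*, *Uty* and *Kdm5d* and 11 unique reads of *Xist*, while each of the other 5 libraries had at least 741 reads of *Ddx3y* and 0 of *Xist*. The sex-linked list was called in camera (median log2 fold change 0.62, adjusted p = 0.029, adjusted p = 0.395 with an estimated correlation). The call ended without BirA replicate 3 (median 0.043, adjusted p = 0.917) and with DESeq2 (0.764), and the median was 1.02 without BirA replicate 1 and 1.04 without BirA replicate 2. It was 3.27 in limma-voom (adjusted p = 0.0162), 1.36 with the replicate block (0.0148) and 1.05 without BirA replicate 1 and Nc1Bio replicate 3 (0.00802). Dissociation stress genes fell (16 of 18 lower, median -0.37, camera adjusted p = 0.00349, adjusted p = 0.232 with an estimated correlation), a call that ended without BirA replicate 1 (adjusted p = 0.0621). Glycolysis (camera adjusted p = 0.314), interferon response (0.730) and mitochondrially encoded genes (0.938) did not pass. Mitochondrial genes passed upward without BirA replicate 1 (median 0.23, adjusted p = 0.00174) and without it and Nc1Bio replicate 3 (0.17, 0.0334), and downward without BirA replicate 3 (-0.31, 0.00875). Glycolysis genes passed upward without BirA replicate 2 (0.11, 0.0445).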

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

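The count columns other than unique gene reads, DESeq2 with a library left out or on total reads, non-legacy edgeR, the removal of haemoglobin genes and the removal of BirA replicate 1 with Nc1Bio replicate 3 were chosen after seeing the data. The number of called genes depended on the tool and the filter. Against 1 gene higher and 0 lower in edgeR, DESeq2 gave 42 and 284, its study threshold 16 and 167, edgeR at the study's threshold 0 higher, edgeR without a low-count filter 11 and 145, and the removal of BirA replicate 1 with Nc1Bio replicate 3 gave 2 lower. The cause was not tested. Leaving out 1 library gave 0 to 1 higher and 0 to 1 lower in edgeR. In DESeq2 it gave 22 to 176 higher and 125 to 488 lower, the most without BirA replicate 3, and total reads gave 46 and 304. The replicate block gave 1 higher and 1 lower. The replicate numbers did not pair the libraries: same-number correlations were 0.33, 0.12 and -0.082, and not every library correlated best with its own number. The log2 fold change of *Nfatc1* stayed between 2.03 and 2.37 over 18 alternatives and passed in 14 of them, with left-out values of 2.03 to 2.35.

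Camera called 23 lists, and 1 with an estimated correlation. With the latter both TCR calls were lost (adjusted p = 0.302 for γδ and 0.378 for αβ segments), at medians of -0.52 and -0.18 that it leaves as they are by construction. The estimates were not above the preset 0.01 for every list lost: -0.013 for shared V segments, 0.0078 for calcineurin and 0.0082 for anti-apoptotic genes. Their unadjusted camera p still rose, from 5.93e-05 to 0.0149, from 0.0134 to 0.0653 and from 0.000809 to 0.0279. The other called lists had estimates above 0.01. A higher correlation therefore does not account for every lost call, and what else differed was not tested. Fry asks another question, whether a list moves on balance in one direction and not whether it moves more than other genes. It called 3 lists: γδ lineage genes (adjusted p = 0.0179), the V segments shared by the α and δ loci (0.0179) and TCR-signal genes (0.0387). Neither the γδ nor the αβ segments passed fry (adjusted p = 0.155 for each). Since the question differs, the count of fry is no verdict on the camera calls. With a filter of 1 CPM, which tests fewer genes, the αβ call was lost as well (median -0.13, adjusted p = 0.0581). The αβ median was -0.71 with DESeq2, -0.66 with no low-count filter and -0.31 on total gene reads, against -0.52, -0.52 and -0.60 for γδ segments. For total reads the cause was not tested, and the open filter lets in segments of low counts. DESeq2 gave single segments nearly the log2 fold changes of edgeR, such as *Trac* (-1.477 against -1.476) and *Trbv29* (-0.477 against -0.479). DESeq2 also covered genes that the low-count filter of edgeR left out, and that filter kept 39 of 99 αβ segments with reads. Its median may thus cover other segments and does not compare the tools on the same genes. The same limit holds for the other list results with DESeq2. Left-out values were -0.68 to -0.37 for γδ and -0.29 to -0.10 for αβ segments. The difference in the γδ to αβ ratio ranged from -0.091 to 0.011 when a library was left out (exact permutation p from 0.4 to 1), and its direction turned without Nc1Bio replicate 2. The γδ lineage list passed under all 20 alternatives run, fry included. Leaving out BirA replicate 1 and Nc1Bio replicate 3 together ended the calcineurin (adjusted p = 0.165), dissociation stress (0.458), macrophage (0.464), dendritic (0.265) and stromal calls (0.294), and gave medians of -0.55 for NKT-type genes, -0.47 for the genes the study names, 0.15 for G2/M and 0.12 for S-phase genes.

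Directions turned for genes of small values and for some lists of larger ones. With a library left out, the log2 fold changes ranged from -0.91 to 0.014 for *Cd4*, -0.091 to 0.11 for *Nfatc3*, -0.17 to 0.16 for *Bcl2l1*, -0.087 to 0.11 for *Cd24a*, -0.0020 to 0.21 for *Pard6g*, -0.020 to 0.092 for *Rbfa*, -0.093 to 0.34 for *Gm16286*, -0.11 to 0.024 for *Txnl4a* and -0.17 to 0.12 for *Ctdp1*. Medians ranged from -0.31 to 0.23 for mitochondrial, -1.57 to 0.19 for stromal, -0.33 to 0.21 for interferon, -1.08 to 2.52 for granulocyte, -0.048 to 0.11 for glycolysis and -0.21 to 0.98 for erythroid lists. The granulocyte median was 0.56 in limma-voom and 0.45 with the replicate block. Without BirA replicate 1 and Nc1Bio replicate 3, *Il4* was 0.038, *Bcl2l1* -0.23, the glycolysis median -0.042 and the mitochondrial median 0.17.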

Other observations

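Of 9 sums of TCR reads, the V segments shared by the α and δ loci and the α locus had the lowest unadjusted edgeR p, and both were singled out after their values were seen. The shared segments came to 10.3 ± 2.54 CPM in Nc1Bio and 20.4 ± 0.607 CPM in BirA (SD, n = 3 each; log2 fold change -0.99, SE 0.22, edgeR p = 0.00195, exact permutation p = 0.1). Reads of the α locus came to 20.1 ± 3.69 CPM in Nc1Bio and 49.3 ± 20.1 CPM in BirA (SD, n = 3 each; log2 fold change -1.30, SE 0.29, edgeR p = 0.0020, exact permutation p = 0.1). An exact p of 0.1, two-sided, is the smallest that 3 against 3 can give. Summed β segments had a log2 fold change of -0.14 (SE 0.11), summed γ V segments of -0.34 (SE 0.17, unadjusted edgeR p = 0.0790, exact p = 0.2) and summed δ segments of -0.64 (SE 0.23, unadjusted edgeR p = 0.0222, exact p = 0.2). DESeq2 also called 13 genes that the low-count filter of edgeR left out, 4 higher and 9 lower in Nc1Bio, and 3 were chosen here after their values were seen. *Bpifa1*, which encodes a secreted airway protein, had 30.4, 11.5 and 0.771 CPM in the Nc1Bio libraries and 0 in all 3 BirA libraries. *Cyp2f2*, a cytochrome P450 gene, had 6.16, 3.72 and 0 CPM in Nc1Bio and 0.0722, 0 and 0.0695 CPM in BirA. *Klrb1a*, a receptor gene of NK cells and 1 of the 9 lower, had 0.250, 0 and 0 CPM in Nc1Bio and 5.70, 0.384 and 0.764 CPM in BirA.

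The test on the shares of other cells below was chosen only after the result was seen. The lower γδ lineage genes were weighed against 3 explanations. Carry-over of other cells in BirA replicate 1, the library with the highest B cell score, is argued against as the whole cause, since the median log2 fold change was -0.85 without it (adjusted p = 1.94e-18), and the other sex of BirA replicate 3 likewise, with a median of -1.46 without it. A lower share of all other cells alike would lower all their lists by a like amount. The γδ lineage score fell by 0.77 more than the mean score of 8 lists of other cell types (SD 0.249 between libraries). Those lists went both ways, from -1.90 for NK to 0.77 for granulocyte markers, with an SD of 0.931 between lists. These values lean against an equal fall. The mean of lists that differ this much is no firm reference, however, so this explanation stays open. An earlier version of that test, on 3 of these lists already seen not to be lower, gave -1.73 (SD 0.802) and decides nothing, and its prediction and the spread it is held to were reworded after the values were seen. A lower share of particular cells, such as B cells (score change -1.63, against -1.36 for the γδ lineage), and a change within cells stay open too, since bulk RNA does not separate them.

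The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05. The real split gave 23 lists past the threshold of camera and the highest other 22. For DESeq2 the real split gave 326 genes and the highest other 190. For edgeR it gave 1 gene, and the split of BirA replicates 1 and 3 with Nc1Bio replicate 1 against the rest called 12. The remaining splits called 0 or 1. Granulocyte scores were 2.89, 3.99 and 3.19 in BirA replicates 1 and 3 and Nc1Bio replicate 1, against 6.39 to 7.68 in the rest. The cause of the 12 calls was not tested. Without BirA replicate 1 DESeq2 still called 160 genes lower, so calls in number did not need that library. Whether these were the same genes was not tested.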
